# A role for thioredoxin-interacting protein (Txnip) in cellular creatine homeostasis

**DOI:** 10.1152/ajpendo.00637.2012

**Published:** 2013-05-28

**Authors:** Sevasti Zervou, Tanmoy Ray, Natasha Sahgal, Liam Sebag-Montefiore, Rebecca Cross, Debra J. Medway, Philip J. Ostrowski, Stefan Neubauer, Craig A. Lygate

**Keywords:** cardiomyocytes, redox

## Abstract

Creatine is important for energy metabolism, yet excitable cells such as cardiomyocytes do not synthesize creatine and rely on uptake via a specific membrane creatine transporter (CrT; SLC6A8). This process is tightly controlled with downregulation of CrT upon continued exposure to high creatine via mechanisms that are poorly understood. Our aim was to identify candidate endogenous CrT inhibitors. In 3T3 cells overexpressing the CrT, creatine uptake plateaued at 3 h in response to 5 mM creatine but peaked 33% higher (*P* < 0.01) in the presence of cycloheximide, suggesting CrT regulation depends on new protein synthesis. Global gene expression analysis identified thioredoxin-interacting protein (Txnip) as the only significantly upregulated gene (by 46%) under these conditions (*P* = 0.036), subsequently verified independently at mRNA and protein levels. There was no change in Txnip expression with exposure to 5 mM taurine, confirming a specific response to creatine rather than osmotic stress. Small-interfering RNA against Txnip prevented Txnip upregulation in response to high creatine, maintained normal levels of creatine uptake, and prevented downregulation of CrT mRNA. These findings were relevant to the in vivo heart since creatine-deficient mice showed 39.71% lower levels of Txnip mRNA, whereas mice overexpressing the CrT had 57.6% higher Txnip mRNA levels and 28.7% higher protein expression compared with wild types (mean myocardial creatine concentration 124 and 74 nmol/mg protein, respectively). In conclusion, we have identified Txnip as a novel negative regulator of creatine levels in vitro and in vivo, responsible for mediating substrate feedback inhibition and a potential target for modulating creatine homeostasis.

creatine (Cr) entry into cells occurs via the 12 transmembrane domain creatine transporter (CrT; SLC6A8), a family member of the Na^+^Cl^−^-dependent neurotransmitter transporters (16, 34, 37). Most cells, including cardiomyocytes, do not synthesize Cr de novo and rely on entry of Cr through CrT. The importance of tight regulation of myocardial Cr has previously been described in detail (22, 37, 41). Recently, moderate increases in intracellular Cr and phosphocreatine (PCr) concentrations have been shown to protect against ischemia-reperfusion injury in the heart (21), whereas large increases (>2-fold) are associated with hypertrophy and impaired contractility (40).

Multiple studies have investigated mechanisms for controlling Cr entry into cells via the CrT, but a clear consensus has yet to emerge. For example, AMP-activated protein kinase reduces CrT expression in kidney epithelial cells (17) but increases Cr uptake in cardiomyocytes overexpressing CrT (7). Studies in *Xenopus* oocytes expressing CrT cDNA have shown that serum- and glucocorticoid-inducible kinases (SGK1 and SGK3) increase CrT activity, acting downstream from the mammalian target of rapamycin (35, 39). However, the physiological significance of these artificial systems is questionable, and phospho-SGK1 was undetectable in hearts from Cr-deficient mice despite a large increase in Cr uptake capacity (41). Growth hormone increased CrT gene expression in vivo in rats postmyocardial infarction; however, this did not result in elevated myocardial Cr levels (27). Perhaps most convincingly, insulin and insulin-like growth factor-I positively modulate CrT activity, enhancing Cr uptake in skeletal muscle (11, 15) and in G8 myoblasts in vitro (26).

CrT is also subject to posttranslational modifications such as phosphorylation at Tyr^416^, resulting in altered CrT activity during starvation and sepsis (37, 22, 44, 51). In addition, CrT is a glycoprotein with two consensus *N*-glycosylation sites on the second extracellular loop. Mutations at either site decrease CrT activity and are potentially implicated in CrT surface trafficking (38).

So far, the one clear regulator of CrT activity is feedback inhibition by Cr itself (41, 5, 8, 10). Feeding rats excess dietary Cr reduces Cr uptake capacity in the heart while giving β-guanidinopropionic acid to deplete intracellular Cr results in increased uptake capacity (5), an effect also observed in human muscle cells and G8 myoblasts (19). Similarly, Cr-deficient mice display a sevenfold increase in Cr uptake kinetics, which is abolished by Cr feeding (41). However, the molecular mechanisms for downregulation of CrT by Cr have yet to be elucidated.

One important clue is that exposure of rat and human muscle cells to saturating (mM) levels of Cr results in decreased CrT activity, but that this can be blocked by incubation with cycloheximide (CHX), a widely used protein synthesis inhibitor (19). This infers synthesis of new protein(s) in response to high Cr, which effectively act to inhibit CrT activity (19).

In this study, we therefore sought to identify the endogenous inhibitor of CrT activity. To this end, we used an in vitro system of CrT overexpression and followed a global gene array approach to identify candidate CrT inhibitors. Thioredoxin-interacting protein (Txnip), known as vitamin D_3_-upregulated protein, with roles in redox and metabolic regulation was the only molecule that increased at the gene and protein levels in cells treated with saturating levels of Cr. The role of Txnip in regulation of CrT activity was verified in vitro, followed by an investigation on the induction of Txnip by altered Cr in vivo, using mouse models of either depleted or enhanced myocardial Cr levels.

## MATERIALS AND METHODS

### 

#### Chemicals.

All chemicals were supplied by either Sigma-Aldrich (Poole, UK), Tocris Bioscience (Bristol, UK), or VWR (Lutterworth, UK). Tissue culture media were purchased from Lonza (Slough, UK), PAA (Yeovil, UK) or Sigma-Aldrich. Compounds were purchased from the following companies, respectively, creatine monohydrate and CHX (Sigma); DMSO used at 0.1–0.5% (Fisher Scientific). Small-interfering RNA (siRNA) oligonucleotides were purchased from Thermo Fisher Dharmacon (Loughborough, UK).

#### In vitro cell culture system and Cr uptake assays.

3T3 Tet “Off” mouse fibroblasts were transfected to stably express a full-length cDNA clone of the rabbit *CrT* gene (accession no. X67252) with a COOH-terminal hemagglutinin epitope tag (3T3-CrT cells; see Ref. 21). Genetic and functional upregulation of CrT was previously verified in these 3T3-CrT cells. A dramatic increase of CrT mRNA was observed compared with untransfected Tet Off cells (∼80-fold). Cr uptake follows Michaelis-Menten kinetics; 3T3-CrT showed 11-fold upregulation of CrT activity compared with 3T3 Tet Off cells (data not shown).

The method of Cr uptake was adapted from Walzel et al. (43). 3T3-CrT cells were grown in 24-well tissue culture plates (Greiner Bio One, Stonehouse, UK) to 70–80% confluence in complete DMEM. Media were aspirated from the wells and replaced by Cr-containing media (at 250 μM) and then “spiked” with 0.0074 MBq of [^14^C]Cr. The culture plates were incubated for 1 h at 37°C with 95% O_2_ and 5% CO_2_. Following incubation, the radioactive media were removed, and the wells were washed three times in 1 ml phosphate-buffered saline (PBS). Cells were then permeabilized in 0.5% Triton X-100 and combined with 10 volumes of scintillation cocktail (Fluoransafe XE; VWR) in the dark at room temperature for 1 h. Samples were then analyzed in a scintillation counter (Beckman Coulter UK, High Wycombe, UK) against standards containing known quantities of spiked media. The values were compared with those of the spiked media, and the uptake levels were determined, expressed as nanomoles Cr per well per hour. For the CHX experiment, cells were exposed to two doses of Cr, saturating (5 mM) and low (250 μM), in the presence or absence of CHX (10 μg/ml) for 1–6 h to determine the optimal incubation time. In this case, spiking with [^14^C]Cr followed the 1- to 5-h incubation with Cr with or without CHX. The same is valid for all experiments when cells were treated with 5 mM Cr for 3 h before a Cr uptake assay.

#### High-pressure liquid chromatography.

Mouse left ventricular (LV) samples were excised and snap-frozen in liquid nitrogen before homogenization and analysis. 3T3-CrT cells in six-well plates were treated with 5 mM creatine monohydrate in growth media for 3 h. Following this, cells were detached from the culture plates as for passaging, using standard Trypsin/Versene solution, and pellets from each well were generated after centrifugation at 1,000 rpm for 5 min at room temperature. Cell pellets (including nontreated) were washed two times with PBS at room temperature, including two subsequent centrifugations as above. All remaining supernatant was removed after the final wash, and cell pellets were snap-frozen in liquid nitrogen and stored at −80°C before analysis by high-pressure liquid chromatography (HPLC). The method was adapted from Neubauer et al. (24). Each frozen and powdered LV sample or cell pellet was homogenized in a previously chilled stainless steel percussion mortar, in 0.4 N perchloric acid on ice, and an aliquot of the homogenate was removed for protein determination. The homogenate was neutralized and centrifuged at 5,500 rpm for 5 min. The filtered supernatant was used for measuring total Cr (i.e., PCr + Cr) by HPLC, using a Supelcosil LC-18-T, 5 μM (Supelco) chromatography column. Mobile phase was 3.5% acetonitrile, with 215 mM KH_2_PO_4_ and 2.3 mM tetrabutylammonium hydrogen sulfate (C_16_H_37_NO_4_S). Separation was performed at 30°C, at a flow of 0.7 ml/min. For tissue homogenates, Cr values were normalized over protein, following noncollagen protein determination by the method of Lowry et al. (20).

#### Transgenic mouse models.

LV tissue was obtained from two mouse strains after death by cervical dislocation. For this purpose, male mice at 8 wk of age were used. Mice with deletion of the second essential enzyme for Cr biosynthesis (guanidinoacetate methyltransferase knockout, GAMT^−/−^) (31) have an absolute whole body Cr deficiency when fed a standard Cr-free diet. Mice with myocardial CrT overexpression (CrT-OE) have elevated levels of cellular Cr in the heart, as previously reported (42, 29). Both strains have been backcrossed with C57BL/6J for >10 generations, and age-matched wild-type littermates were used as controls.

#### mRNA isolation and global gene array.

For gene arrays, 3T3-CrT cells were treated with 5 mM creatine monohydrate for 3 h before total RNA isolation (Qiagen RNEasy kit; Qiagen, Crawley, UK) according to the manufacturer's instructions and as described before (47). For qRT-PCR, the quality and integrity of the RNA samples were evaluated by using the Nanodrop (Agilent, Wokingham, UK) while, for Gene Arrays, RNA Integrity Numbers (RIN) were estimated by a Bioanalyzer (Agilent). RNA samples were confirmed to have a RIN ∼10 and used for subsequent use in Gene Array analysis. A genomewide analysis of gene expression was carried out in six RNA samples from cultured cells (*n* = 3 for “no supplement” and *n* = 3 for 5 mM Cr) using Illumina's Mouse WG6v2 Expression BeadChip. Total RNA was converted into labeled cRNA and used for hybridization. The hybridized and washed chips were then scanned using an Illumina Bead Array Scanner. The raw data were exported from the Illumina GenomeStudio software (version 1.0.6) for further processing and analysis. Raw signal intensities were background corrected using array-specific measures of background intensity based on negative control probes, in the R statistical software (version 2.13) (30) with BioConductor packages (9), before being transformed and normalized using the “vsn” package (12). 

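Genes that often serve as references differed little between the groups in the array data. Rplp0, which encodes the ribosomal protein 36B4, had a log2 fold change of -0.05 (standard error 0.08, adjusted p = 0.995 from limma) with 5 mM Cr. Ppib, which encodes cyclophilin B, had a log2 fold change of 0.01 (standard error 0.09, adjusted p = 0.997 from the same test). The sign of both values turned under other settings, Rplp0 with median scaling and Ppib when some arrays were left out. Across the tested probes, Pearson's r between any 2 of the 6 arrays lay between 0.993 and 0.997, a correlation over probes that are not independent replicates. The first principal component held 37.4% of the variance and did not separate the groups. Untreated replicate 1 had a score of -18.9 on it, whereas the other arrays lay between -2.64 and 10.9. On the second component, with 19.7% of the variance, the Cr arrays had scores of 5.18 to 6.51 and the untreated arrays scores of -13.4 to -1.24. When limma estimated a weight for each array, untreated replicate 1 received the lowest, 0.498, against 0.885 to 1.45 for the others.

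**Figure D1:**
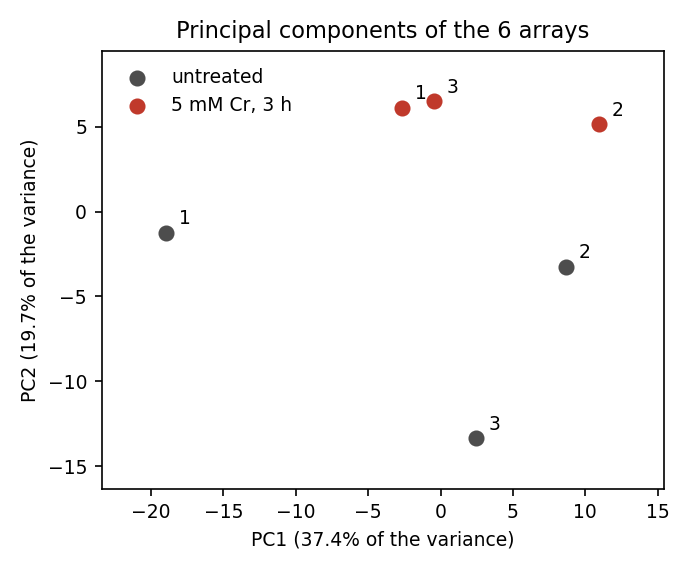
Scores of the 6 arrays on the first principal component (x axis, 37.4% of the variance) and the second (y axis, 19.7%), from normalized values of the tested probes. Points are arrays, labelled with their replicate number, in grey for untreated controls and in red for 5 mM Cr. Untreated replicate 1 lies at the far left, at -18.9.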

Quality control analyses did not reveal any outlier samples. The dataset was then filtered to remove probes not detected (detection score <0.95) in any of the samples, resulting in a final dataset of 20,308 probes. 

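Of the 45281 probes on each array, 20308 (44.8%) had a detection p of 0.05 or less on at least 1 of the 6 arrays, and these were the probes of the authors' deposited processed values, with no exception. In the annotation used here, 16925 of them carried 1 gene symbol, 7 carried several and 3376 carried none, which left 10585 named genes. Slc6a8, the mouse gene of the CrT, had 1 probe, detected on all 6 arrays. That probe was designed on the mouse sequence, and whether it also binds the transcript of the rabbit transgene is not known here. Of 13 genes of creatine synthesis, transport and phosphorylation, 6 passed the filter, among them Gamt, which encodes guanidinoacetate methyltransferase. Markers of other cell types passed less often than not, with 2 of 14 adipocyte, 3 of 14 macrophage, 5 of 14 skeletal muscle, 5 of 12 endothelial and 5 of 12 epithelial markers kept. Detection on all 6 arrays would have left 14997 probes.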

Differential expression between the experimental groups was assessed by generating relevant contrasts corresponding to the two-group comparison and was performed using the Linear Models for Microarray Analysis package (36). Raw *P* values were corrected for multiple testing using the false discovery rate controlling procedure of Benjamini and Hochberg (4). Significant probe lists were then annotated using the relevant annotation file (MouseWG6_V2_0_R0_11278593_A) that was downloaded from the Illumina website (http://www.illumina.com) for further biological investigation. Gene array data were deposited on the NCBI Gene Expression Omnibus (www.ncbi.nlm.nih.gov/geo/; accession: GSE42356; ID:200042356).

#### qRT-PCR.

Total RNA was prepared from cells as described above, whereas mouse LV RNA was extracted using Trizol reagent (Invitrogen) and a phenol/chloroform step before purification by the Qiagen RNeasy Kit as above. One nanogram per reaction of total RNA was used to reverse transcribe to cDNA and amplify in one step using the Bio-Rad CFX96 machine using the iScript one-step reagent, according to the manufacturer's protocol (Bio-Rad, Hemel Hempstead, UK). The oligonucleotides used are listed on Table 1. For quantification purposes, mRNA levels were normalized over the reference gene 36B4 (1) and the 2^−ΔΔC_T_^ method (18).

**Table 1.** List of oligonucleotides used in qRT-PCR

Accession No.	Name	Forward	Reverse
NM_001009935	*Txnip*	5′-GGGGGCAGCCTACAGCAGGT-3′	5′-GGGGGGCTGGCTGGGGCG-3′
n/a	*CrT*	5′-ACTGTGTGGAGATCTTCCGC-3′	5′-CAGCAAGCTGGTCACATGTG-3′
NM_007475	*36B4*	5′-AGATTCGGGATATGCTGTTGG-3′	5′-TCGGGTCCTAGACCAGTGTTC-3′

Oligonucleotide sequence as used in quantitative RT-PCR. Accession numbers (No.) are shown for thioredoxin-interacting protein (Txnip) and 36B4, whereas “n/a” stands for the total endogenous creatine transporter (CrT, a common sequence in overexpressed rabbit and the endogenous mouse CrT; as described in Ref. 41).

#### Protein extraction and immunoblotting.

Cells were harvested using ice-cold RIPA buffer (Sigma) containing Complete Protease Inhibitor Cocktail (Roche), PMSF (Santa Cruz Biotech), and 1 mM DTT (Sigma). The crude extract was sonicated on ice and then centrifuged at 13,000 rpm for 10 min at 4°C before removing the supernatant and storing at −20°C. The samples were then normalized for protein content following the bicinchoninic acid assay (Pierce Thermo Scientific) and boiled in Laemmli buffer and reducing solution (Nupage; Invitrogen) for direct SDS-PAGE (2, 21). Twenty micrograms of protein were separated on precast 12% Tris glycine SDS-PAGE gels (Thermo-Pierce, Cramlington, UK) in 1× Tris-HEPES running buffer (Thermo-Pierce). Proteins were transferred to a polyvinylidene difluoride membrane (GE Healthcare, Amersham, UK) before blocking in 5% dry milk powder with 0.1% Tween 20 in PBS for 1 h and incubation in primary rabbit antibody against Txnip (Novex, #40-3700; Invitrogen) overnight at 4°C, followed by 1 h incubation at room temperature with appropriate peroxidase-conjugated secondary antibodies. Detection of immunoblot signals was performed using the ECL advance chemiluminescence kit (GE Healthcare) and a FluorChem 8800 imager (Alpha Innotech). For normalization purposes, the blots were stripped off the primary antibody and reprobed against α-actinin (Sigma) or β-tubulin (Abcam).

#### Experiments with siRNA.

3T3-CrT cells were grown to 60% confluency in 24-well plates before transfection in serum-free media, using a combination of 5 μM siTxnip oligo [single ON-TARGETplus siRNA against mouse Txnip (56338) open-reading frame; catalog no. J-040441-10-0005] and Dharmafect 1 transfection reagent (Thermo; Dharmacon) according to the manufacturer's manual. Forty-eight hours posttransfection, cells were exposed to 5 mM Cr for 3 h before a Cr uptake assay (described above). A replicate 24-well plate was used for subsequent RNA extraction, assessment of transfection efficiency by qRT-PCR, or for protein extraction and immunoblotting. Sham transfections were included as negative controls, using transfection reagent only (−siRNA). Positive control transfection of siRNA against cyclophilin B showed a drop in mRNA by 55.72% compared with the −siRNA sample and did not change either Txnip or CrT transcripts (data not shown).

#### Data analysis.

All samples were analyzed blind to genotype or treatment. Data are presented as means ± SE, and differences were considered significant when *P* ≤ 0.05. Cr uptake assays were analyzed by one-way ANOVA with Bonferroni's correction for multiple comparisons. Dunnett's posttest against control was applied when several concentrations or incubation times were being tested. Student's *t*-test was used to compare two groups of equal variances. The CHX experiment was analyzed by two-way ANOVA. The gene array experiment was analyzed as described above.

## RESULTS

### 

#### High Cr results in protein synthesis of a CrT inhibitor.

Fibroblasts overexpressing the CrT were incubated in the presence of creatine monohydrate at 250 μM (low levels) and 5 mM (saturating levels) with Cr uptake measured by [^14^C]Cr uptake assay. Coincubation with 10 μg/ml CHX to inhibit protein synthesis did not affect Cr uptake in response to low level Cr, but increased Cr uptake by 33% in cells exposed to 5 mM Cr, with this effect plateauing at 3 h. Figure 1*A* shows the mean of four independent experiments. These findings confirm that new protein is synthesized in response to high Cr concentration ([Cr]), which then acts to limit Cr uptake (*P* < 0.0001 by 2-way ANOVA). These findings are reflected in total intracellular creatine levels ([Cr]_i_), with 3 h exposure to 250 μM Cr resulting in a 31% increase in [Cr]_i_ over untreated controls that was not significantly altered in the presence of CHX. In contrast, exposure to 5 mM Cr increased [Cr]_i_ accumulation by 80% (from 24.69 ± 2.07 to 44.50 ± 2.4 nmol/well; *P* = 0.008; Fig. 1*B*), with a further increase of 37% (to 53.61 ± 0.88 nmol/well) of control values in the presence of CHX (*P* = 0.026 for 5 mM Cr with and without CHX). This suggests that exposure to saturating levels of Cr results in synthesis of an unknown protein that acts to put a brake on further Cr uptake. When cells were analyzed for total [Cr], Cr values were not normalized over protein, since protein concentration was homogeneous throughout all wells, at 3.5 mg/ml throughout all of our experiments. Therefore, Cr values are reported as “nanomole per well.”

**Fig. 1.**
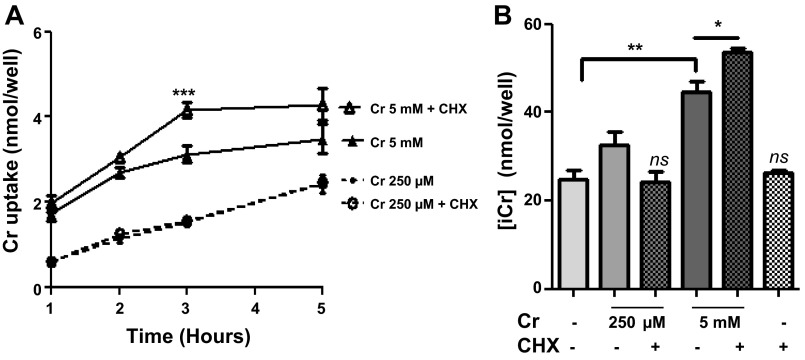
*A*: inhibition of protein synthesis by cycloheximide (CHX) increases cellular creatine (Cr) uptake. 3T3-CrT cells were exposed to CHX for 1–5 h in the presence of either 250 μM (low) or 5 mM (saturating) creatine concentration ([Cr]). Uptake at the low Cr concentration was unaffected by CHX, whereas CHX in the presence of saturating [Cr] increased uptake by 33% compared with 5 mM Cr alone (***P < 0.0001). The effect peaked at 3 h; *n* = 3/time point and per treatment. Summary of 4 independent experiments is shown here. Means ± SE per treatment were as follows: 250 μM, 1.420 ± 0.387; 250 μM + CHX, 1.456 ± 0.384; 5 mM, 2.754 ± 0.381; 5 mM + CHX, 3.364 ± 0.544. *B*: intracellular [Cr] increased from 24.69 ± 2.07 to 32.50 ± 2.97 with 250 μM Cr compared with a more pronounced increase (to 44.50 ± 2.47) with 5 mM Cr after 3 h. CHX decreased Cr uptake when coincubated with 250 μM but caused a further increase in intracellular creatine (i[Cr]) when supplemented with 5 mM Cr compared with Cr only. **P = 0.0081 and *P = 0.0257. ns, Nonsignificant.

#### Effects of saturating [Cr] on global gene expression in vitro.

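The arrays compared 3T3-CrT cells, mouse 3T3 fibroblasts that stably express a rabbit CrT cDNA, in 2 groups of 3 samples, untreated controls and cells given 5 mM Cr in growth medium for 3 h. Total RNA of each sample was labelled as cRNA and hybridized to its own 1-colour Illumina Mouse WG-6 v2 BeadChip array. For every probe the deposited export gives a signal intensity and a detection p, which ranks the probe against the negative control probes of the same array. The median signal was 159, 167 and 157 arbitrary units on the 3 untreated arrays and 152, 155 and 161 on the 3 Cr arrays, and the lowest signal on any array was 80.9, so that no background had been subtracted. Between 16396 and 17249 probes per untreated array and between 17289 and 17700 per Cr array had a detection p of 0.05 or less. According to the methods, the authors corrected the background, transformed and normalized the signals with vsn, removed undetected probes and tested the rest with limma. On each array their deposited processed values followed a single asinh curve of that array's own signals, with a largest deviation of 0.000713 on the log2 scale. The values below were computed from the signals. The vsn model, with an offset and a scale for each array, was fitted to all probes, the detection filter of the methods was applied, and limma compared the groups, with Benjamini-Hochberg adjustment over the probes tested. A log2 fold change here is Cr minus untreated on the generalized log2 scale of vsn, which shrinks the changes of dim probes. The sources used here number the replicates without saying whether they came from separate cultures, so the p-values measure the spread between these samples, and 3 arrays per group limit the precision. Gene lists were tested with camera, which asks whether the genes of a list shift relative to all other genes, on the brightest probe of each gene.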

To identify the inhibitor of Cr uptake, 3T3-CrT cells were exposed to 5 mM [Cr] for 3 h before RNA isolation and global gene expression analysis. 

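After 3 h in 5 mM Cr, genes that fibroblasts switch on early after growth stimulation were lower than in untreated controls as groups, and most single genes did not pass the test. Of 21 measured growth factors and cytokines of the early response, 3 fell and none rose at an adjusted p of 0.05 or less from limma over all 10585 genes (12 fell when adjusted over the list alone). Their median log2 fold change was -0.23 (camera, adjusted p = 7.6e-17), with an adjusted p = 0.0186 with an estimated correlation. The 3 that fell were Vegfa, an angiogenic growth factor, at -0.66, the membrane-anchored semaphorin Sema7a at -0.62 and the cytokine Lif at -0.60, each with a standard error of 0.09, and Cxcl1, a chemokine that attracts neutrophils, had -0.42 (standard error 0.09, adjusted p = 0.22 over probes). Of 30 immediate early genes, 2 fell and none rose (10 fell when adjusted over the list alone), with a median of -0.18 (camera, adjusted p = 6.86e-12), and with an adjusted p = 0.0504 with an estimated correlation. Among them the transcription factors Egr3, Fos and Junb had log2 fold changes of -0.56, -0.47 and -0.41, and Ier3 had -0.50. The 30 also count Gmnn (0.0041), which encodes the replication inhibitor geminin and is not an immediate early gene. Of 17 feedback and target genes of the ERK pathway, 2 fell and none rose (5 fell when adjusted over the list alone), with a median of -0.12 (camera, adjusted p = 3.18e-05; adjusted p = 0.0697 with an estimated correlation), and with a median of -0.048 (adjusted p = 0.0182) when Serpinb2 and Ier3 were taken out. They included the protease inhibitor gene Serpinb2 at -0.56, the ERK phosphatase Dusp5 at -0.42 and the receptor kinase Epha2 at -0.28.
Of 14 glucocorticoid receptor targets, none passed over all genes, and 4 fell and 1 rose when adjusted over the list alone, with a median of -0.11 (camera, adjusted p = 0.00272; adjusted p = 0.137 with an estimated correlation). The kinase gene Sgk1 had a log2 fold change of -0.33, the EGF receptor inhibitor Errfi1 -0.45 and the phosphatase Dusp1 -0.26. Glutamine synthetase, Glul, had -0.27 on a dim probe detected on 1 of the 3 Cr arrays (adjusted p = 0.892 from limma). Tsc22d3, named after its value was seen, went the other way at 0.36. Of 20 NF-kappaB targets 1 fell and none rose (3 fell when adjusted over the list alone), with a median of -0.06 (camera, adjusted p = 0.0225; adjusted p = 0.371 with an estimated correlation), and the log2 fold change of Relb, an NF-kappaB subunit gene, was -0.19 (standard error 0.10), with groups that overlap, and -0.091 without untreated replicate 1. The log2 fold change of Ptgs2, a prostaglandin synthase gene, was -0.63 (standard error 0.19), with groups that overlap, and it was -0.36 without untreated replicate 1 and -0.88 without untreated replicate 2. Of 29 amino acid response genes under the factor ATF4 none passed, over all genes or over the list alone, with a median of -0.06 (camera, adjusted p = 0.036; adjusted p = 0.256 with an estimated correlation), and Herpud1, Atf3, Gpt2 and Cebpb had log2 fold changes of -0.23, -0.23, -0.24 and -0.22. Without untreated replicate 1 the median of the list was -0.036, the log2 fold change of Gpt2 was -0.13 and the log2 fold change of Cebpb was -0.14. The 5 measured endothelial markers had a median of 0.19 (camera, adjusted p = 0.028; adjusted p = 0.256 with an estimated correlation), at signals near the detection limit, where the filter also keeps probes detected on Cr arrays alone. None of them passed on its own, and 4 were above 0 and 1 below. Flt1, detected on 2 of the 3 untreated arrays, had 0.21, Eng, detected on 1 of them, had 0.19 and Kdr, detected on 1 array of each group, had 0.04, whereas Esam above 0 and Egfl7 below 0, the latter named after its value was seen, were under the detection limit on all untreated arrays, so that no fold can be given, though they count in the median and the test. With detection on all 6 arrays too few members were left for a test. The first 4 lists named passed without any single array, and the others did not. The NF-kappaB targets did not pass without untreated replicate 2 or Cr replicate 2 (camera, adjusted p = 0.0998 and 0.132), and their median was -0.0067 without untreated replicate 1. The ATF4 genes did not pass without untreated replicate 1 or 2 or Cr replicate 1 or 3 (adjusted p = 0.0557, 0.155, 0.0641 and 0.264), and the endothelial markers did not without untreated replicate 1 or 2 (adjusted p = 0.0557 and 0.12), nor, on the authors' deposited values, without Cr replicate 2 or 3 (adjusted p = 0.0567 and 0.226, with medians of 0.16 and 0.08). The lists share members, as Ier3 stands in 3 of those named, and the changes of some members were known before the lists were tested. Over probes, 1024 of 20308 had an unadjusted p of 0.05 or less, 497 higher and 527 lower with Cr, where an even spread of p would place 1015.4.

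**Figure D2:**
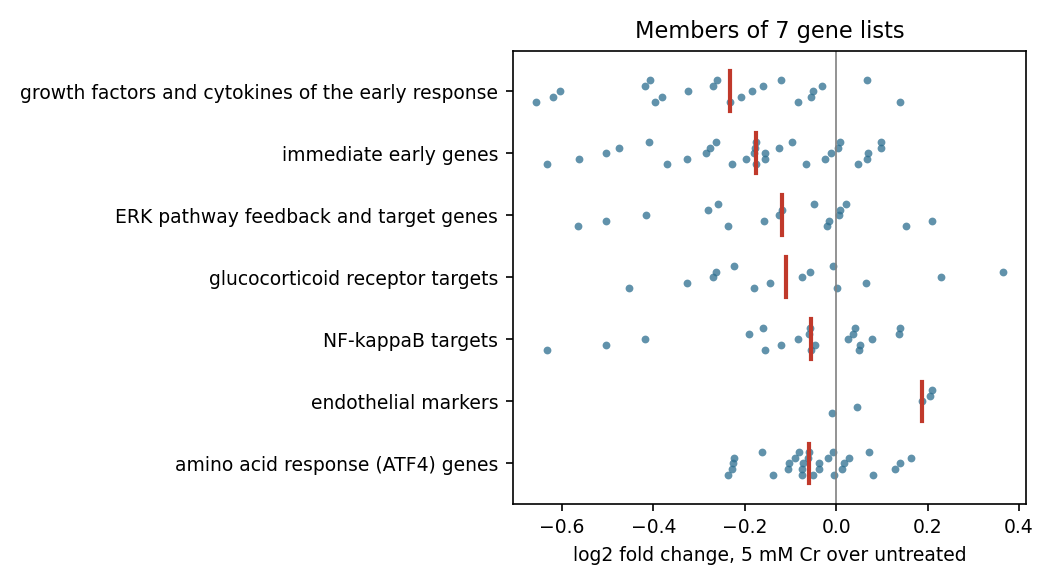
Log2 fold changes (x axis, 5 mM Cr over untreated) of the members of the 7 gene lists that camera called at its preset correlation. Each point is a gene and each red line the median of a list, from -0.23 for the early growth factors and cytokines to 0.19 for the endothelial markers.

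**Figure D3:**
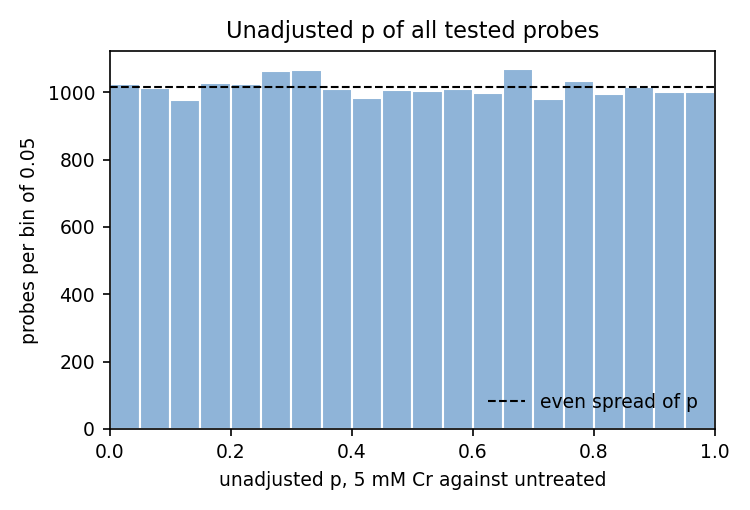
Number of probes (y axis) per interval of 0.05 of the unadjusted p (x axis) of 5 mM Cr against untreated. The interval from 0 to 0.05 holds 1024 probes and the others between 976 and 1070, around the dashed line at 1015.4.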

The array results were obtained using Illumina Beadstudio and analyzed to reveal 1,015 genes that were altered because of saturating [Cr], out of the total 45,000 probes on the gene array Illumina Beadchip. Of these, 10 genes were significantly altered when the *P* value threshold was set at ≤0.05 (Table 2). 

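Of the genes in Table 2, 4 fell and 1 rose at an adjusted p of 0.05 or less from limma in the refit to the signals, on 6 probes in all. Vegfa fell to 63.5% of untreated controls (95% confidence interval 55.6 to 72.4, adjusted p = 0.0255) on probe ILMN_2484527 and to 67.9% (59.7 to 77.2, adjusted p = 0.0431) on probe ILMN_3121255. Gjb2, which encodes the gap junction protein connexin 26 and counts as an epithelial gene, fell to 65.7% (58.1 to 74.3, adjusted p = 0.0255), and its other 2 probes had log2 fold changes of -0.51 and -0.47. Sema7a fell to 65.1% (57.0 to 74.2, adjusted p = 0.0255) and Lif to 65.8% (57.5 to 75.4, adjusted p = 0.0396), with Txnip as the gene that rose. The other 5 genes lay above the threshold, and on the probe of lowest p of each gene every Cr array was below every untreated array. Groups did not overlap, in either direction, for 10.7% of all tested probes. These genes and probes had been picked by low p on the same arrays, so the separation adds no support. Serpinb2, an inhibitor of plasminogen activators, stood at 67.6% of untreated (59.1 to 77.4) and Egr3 at 67.8% (59.2 to 77.5), both with an adjusted p = 0.0516. Ier3 was at 70.6% (62.4 to 79.8, adjusted p = 0.0565). The scaffold protein gene Grasp was at 71.8% (63.3 to 81.4) and Gfod1 at 73.1% (64.8 to 82.3), both with an adjusted p = 0.0865, as was Errfi1, which Table 2 does not list, at 73.1% (64.9 to 82.3). The next genes with lower values were Usp2, a deubiquitinase gene, with a log2 fold change of -0.41 (standard error 0.08, adjusted p = 0.157), and Cited2 with -0.49 (standard error 0.10, adjusted p = 0.207). Probes of a gene did not always go together. By group means, a dim Egr3 probe, below the detection limit on the untreated arrays, was at least 1.07-fold higher with Cr (adjusted p = 0.948 from limma). A Grasp probe had a log2 fold change of 0.23. The other Gfod1 probe, detected on all 6 arrays, had -0.05. A dim Sema7a probe and a dim Lif probe were below the detection limit on the Cr arrays. By group means they were at least 1.07-fold and 1.10-fold lower (adjusted p = 0.948 from limma for both). The number of probes past the threshold was 12 with the authors' deposited values, 11 of them lower, and 0 with neqc, which removes more background and gave 1145 at an unadjusted p of 0.05 or less. It was also 0 without untreated replicate 2 or 3 or without Cr replicate 1 or 3, 1 without Cr replicate 2 and 14 without untreated replicate 1. At an unadjusted p of 0.05 or less from limma there were between 764 and 1489 probes in the fits that gave 0 with an array left out.

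**Figure D4:**
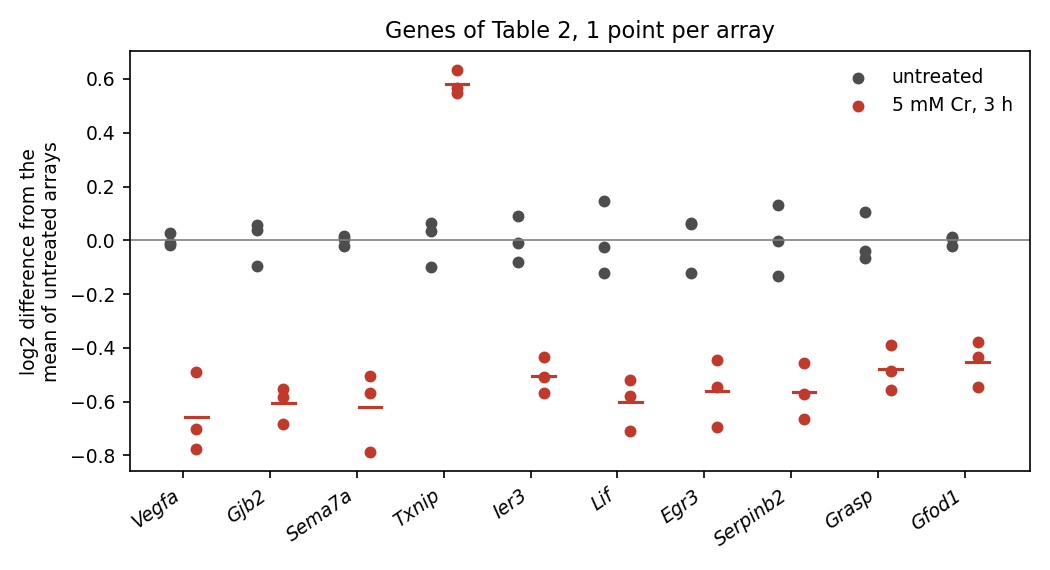
Normalized values of the genes of Table 2 on each array, as the log2 difference (y axis) from the mean of the 3 untreated arrays, for the probe of lowest p of each gene (x axis). Grey points are untreated arrays, red points arrays of 5 mM Cr and red lines their means, which are below 0 for every gene but Txnip.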

Txnip was the only gene to be upregulated in the presence of 5 mM Cr, with mRNA expression increased to 146% (*P* = 0.013) compared with untreated controls set at 100%. 

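Txnip, an α-arrestin that binds thioredoxin, was higher on every Cr array than on every untreated array by both of its probes. On probe ILMN_1213609 the signal was 515 ± 45.4 (SD, n = 3) in untreated controls and 758 ± 32.9 (SD, n = 3) with 5 mM Cr. After normalization this was a log2 fold change of 0.58 (standard error 0.08, adjusted p = 0.0255 from limma), or 149.7% of untreated (95% confidence interval 133 to 169). On probe ILMN_3112873 the signal went from 315 ± 41.7 to 439 ± 64.2 (SD, n = 3 each), a log2 fold change of 0.53 (standard error 0.11, adjusted p = 0.209 from limma), or 144% of untreated (123 to 169). A two-sided exact permutation test of either probe gives p = 0.1, the smallest that 3 arrays against 3 allow. No other gene passed the threshold as higher. The stress gene Gadd45g had log2 fold changes of 0.40 and 0.42 on its 2 probes (adjusted p = 0.209 and 0.22), and the transcription factor gene Irf1 had 0.38 (standard error 0.09, adjusted p = 0.278). Other Irf1 probes had 0.28, 0.25 and 0.16, the one at 0.25 with groups that overlap. Rsad2, an antiviral gene that interferon induces, had 0.37 (standard error 0.09, adjusted p = 0.436), and Trim21 had 0.38 on a probe detected on 2 of the 3 untreated arrays, with its other 2 probes detected on 1 array each. Zfp41, Dnm3os, Rab7b, Akap17b, Rhobtb1 and Cwc22 had between 0.31 and 0.42 on the probe of lowest p. Another Cwc22 probe was at -0.02, and other Dnm3os and Rhobtb1 probes were at 0.10 and 0.06. By group means, a Ube2l6 probe below the detection limit on all untreated arrays was at least 1.18-fold higher (adjusted p = 0.436 from limma). The other Ube2l6 probe, detected on all 6 arrays, had a log2 fold change of 0.04. The adjusted p of Txnip was 0.529 with neqc, where its log2 fold change was 0.68, and 0.659 with normexp background correction and median scaling, where it was 0.73. Without untreated replicate 2 or 3 it was 0.0628 or 0.195, and without Cr replicate 1, 2 or 3 it was 0.201, 0.129 or 0.218, at log2 fold changes of 0.56 to 0.61. Over all settings run its adjusted p lay between 0.00377 and 0.659. Having found that cycloheximide raised Cr uptake at 5 mM Cr, the paper reasons that a newly made protein limits uptake, and from the rise of Txnip alone among the genes of Table 2 it takes Txnip as its candidate.

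**Figure D5:**
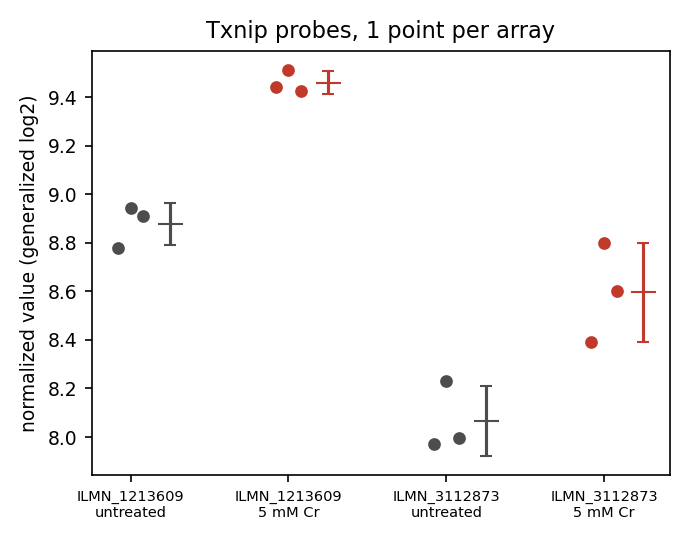
Normalized values (y axis, generalized log2) of the 2 Txnip probes on each array. Points are arrays, in grey for untreated controls and red for 5 mM Cr, and the bars beside them give mean ± SD (n = 3). On each probe all red points lie above all grey points, and levels are not comparable between probes.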

Txnip was therefore taken forward as a candidate CrT inhibitor, to undergo further verification in Cr uptake, gene and protein expression studies.

**Table 2.** Significantly changed genes Illumina Gene Array experiment

Gene ID	Fold Change	Adj *P* Value	Gene Symbol	Definition
5860358	0.6351	0.0107	*Vegfa*	Vascular endothelial growth factor A transcript variant 1
*2230730*	0.6586	0.0107	*Gjb2*	Gap junction membrane channel protein β_2_
*780554*	0.6564	0.0136	*Sema7a*	Semaphorin 7A
*70341*	1.4599	0.0136	*Txnip*	Thioredoxin-interacting protein 2
*6520075*	0.7039	0.0234	*Ier3*	Immediate early response 3
*3130059*	0.6857	0.0234	*Lif*	Leukemia inhibitory factor transcript variant 2
*20612*	0.6842	0.0234	*Egr3*	Early growth response
*4050762*	0.6796	0.0243	*Serpinb2*	Serpin peptidase inhibitor clade B (ovalbumin) member 2
*3840040*	0.7195	0.0414	*Grasp*	General receptor for phosphoinositides 1 associated scaffold protein
*7050138*	0.7348	0.0414	*Gfod1*	Glucose fructose oxidoreductase domain containing 1

3T3-CrT cells were incubated in the presence of 5 mM creatine for 3 h before analysis of total RNA using a global gene array approach with Illumina Beadchips. Saturating Cr concentration led to upregulation of Txnip by 46% compared with untreated cells (*n* = 3 each treatment; *P* = 0.013). Adj P value, *P* value after multiple corrections test.

#### Verification of increased Txnip expression by high [Cr].

The gene array result was verified by a targeted gene expression approach using qRT-PCR in the same total RNA samples used for the gene arrays and in additional RNA samples from three independent experiments. This confirmed a rise in Txnip mRNA levels by 61% (*P* < 0.001 when exposed to 5 mM but not to 250 μM Cr). To test whether Txnip was elevated because of Cr and not because of a generalized response to osmotic stress caused by exposure to millimolar concentrations, experiments were repeated with 5 mM taurine added to growth media instead of Cr. Taurine did not raise Txnip expression levels, suggesting specificity of the Txnip response to high Cr levels (*P* = 0.55; 1-way ANOVA, Dunnett's posttest) (Fig. 2*A*). It was further demonstrated by immunoblotting that, although 250 μM Cr does not alter Txnip protein, 5 mM Cr increased Txnip protein by 45% after 3 h, as a direct reflection of the Txnip mRNA upregulation (*P* < 0.01; 1-way ANOVA and Dunnett's posttest; Fig. 2*B*). Taurine did not alter Txnip protein, in line with the lack of effects on mRNA levels (Fig. 2*A*).

**Fig. 2.**
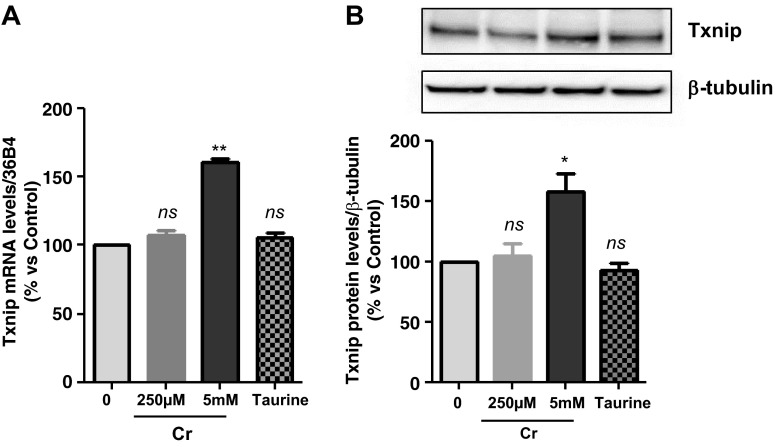
*A*: verification of gene array result by qRT-PCR. Cells were exposed to either 250 μM or 5 mM Cr. While 250 μM Cr did not change thioredoxin-interacting protein (Txnip) mRNA (107 ± 3.7; *P* = 0.449), saturating Cr caused a rise in Txnip mRNA levels in agreement to the gene array observation (*n* = 3 from 3 independent experiments; 161 ± 2; *P* = 0.0016). Moreover, the induction of Txnip expression was specific for Cr and did not occur at 5 mM taurine (*n* = 3; 106; *P* = 0.5481). *B*: Txnip protein levels were elevated by 5 mM Cr, at 3 h (*n* = 3/treatment; 145 ± 11; *P* = 0.0139), whereas neither 250 μM Cr nor taurine changed protein expression. ns, Nonsignificant *P* > 0.05, *P < 0.05, and **P < 0.005.

#### Silencing Txnip expression alters CrT activity.

Cells were transfected with an siRNA oligonucleotide targeted against mouse Txnip open-reading frame. Forty-eight hours posttransfection, basal mRNA levels of Txnip were reduced to 50% of control samples without siRNA (“−siRNA control”; Fig. 3*A*). This was sufficient to abolish the increase in Txnip gene expression observed in response to 5 mM Cr (*P* < 0.0001). This pattern was also observed at the protein level. Following siTxnip transfection, there was a trend for reduced Txnip protein levels under baseline conditions (reduced by 30%), although this failed to reach statistical significance, which presumably reflects slow turnover of existing Txnip protein. However, the formation of new Txnip protein in response to Cr was significantly attenuated, increasing by only 17.3% (*P* = 0.011) compared with 45% (*P* = 0.014) in control cells, in good agreement with the extent of gene knockdown (Fig. 3*B*). The reduction in Txnip protein levels by 30% for zero Cr + siTxnip and then increase to 117% for 5 mM + siTxnip (Fig. 3*B*) are not significantly different from control, but they do occur in the opposite direction from one other, and the relative difference is 47 units, which is likely to be of some physiological significance reflected in the Cr uptake data. These results could also be taken to suggest that a certain level of Txnip is necessary to support baseline Cr uptake but that high Txnip expression results in CrT inhibition. As expected, prior exposure to high levels of Cr for 3 h impaired subsequent Cr uptake (i.e., substrate inhibition) by 39.8% (from 5 ± 0.15 to 3 ± 0.13 nmol/well) (Fig. 3*C*), and this was associated with reduced CrT gene expression (Fig. 3*D*). Under baseline conditions, gene silencing of Txnip reduced Cr uptake by 21% without altering CrT gene expression, suggesting a role for Txnip in maintaining CrT activity under normal physiological conditions. In contrast, with exposure to high [Cr], Txnip knockdown completely abolished substrate inhibition, preserving both Cr uptake and CrT gene expression at normal levels (Fig. 3, *C* and *D*). In 3T3-CrT cells that were exposed to 5 mM Cr for 3 h, intracellular Cr increased by 65% compared with untreated control (from 231 ± 15 to 383 ± 19 nmol/well), and by a further 38% (to 470 ± 18 nmol/well) when the cells were previously transfected with siTxnip (Fig. 3*E*). This rise in [Cr]_i_ when Txnip mRNA levels were blunted by 50% confirms the role of Txnip as a negative regulator of cellular Cr entry.

**Fig. 3.**
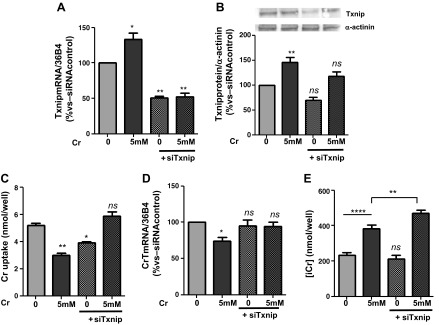
Effects of Txnip gene silencing in vitro. 3T3-CrT-HA cells were transfected with a small-interfering RNA (siRNA) oligonucleotide to inhibit mouse Txnip open-reading frame (siTxnip). *A*: basal Txnip mRNA levels were reduced to 50.74% (SE ±2.236) in the presence of siTxnip, and the Cr-mediated increase in Txnip transcript was abolished (52 ± 5; *P* = 0.018). *B*: there was a trend for reduced Txnip protein expression after siTxnip (70 ± 5), whereas the synthesis of new Txnip protein in response to 5 mM Cr was significantly attenuated (117 ± 9 vs. 145 ± 107 in the absence of siRNA; *P* = 0.018). *C*: Cr uptake is reduced following exposure to saturating levels of [Cr] for 3 h (3.007 ± 0.13), and this substrate inhibition is efficiently abolished by silencing Txnip (5.848 ± 0.34; *P* = 0.001). *D*: this effect was associated with preservation of CrT gene expression (1-way ANOVA, Dunnett's posttest vs. untreated; *P* = 0.0619). *C*: conversely, under basal conditions, siTxnip reduced Cr uptake via mechanisms unrelated to CrT gene expression (72 ± 1); *n* = 3/treatment was included in all experiments. *E*: intracellular Cr was raised by 65% (from 213 ± 15 to 383 ± 20 nmol/well) after exposure to 5 mM Cr for 3 h in vitro. When Txnip mRNA was reduced by siTxnip, the increasing effects of Cr were enhanced by a further 38% (to 470 ± 18 nmol/well; *P* = 0.0064). ns, Nonsignificant *P* > 0.05, *P < 0.05, **P < 0.01, and ****P < 0.001.

#### Myocardial intracellular Cr in vivo is linked to increased Txnip expression levels.

To determine whether changes in Txnip expression levels are relevant to cardiac tissue, two mouse models of altered cardiac [Cr] were used. First, GAMT^−/−^ mice, which are Cr deficient, showed LV Txnip mRNA levels that were 35% lower than wild-type littermates (*P* = 0.021; Fig. 4*B*). However, this did not result in altered levels of Txnip protein (Fig. 4*B*). Transgenic mice with cardiac-specific CrT overexpression had elevated myocardial Cr levels (mean 124 nmol/mg protein compared with 74 nmol/mg protein in WT hearts), which was associated with markedly raised Txnip gene expression compared with wild types (by 58%; *P* = 0.0397) and GAMT^−/−^ (by 90%) (Fig. 4*B*). CrT-OE mice had 29% higher Txnip protein expression compared with the wild type (SE ±6.631; *P* = 0.012) (Fig. 4*C*).

**Fig. 4.**
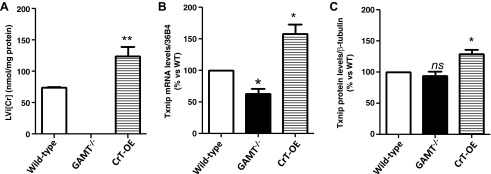
Relevance to myocardial tissue. *A*: LV Cr levels in mice overexpressing the Cr transporter (CrT-OE) were significantly higher than wild type (mean 124 nmol/mg protein vs. 74 nmol/mg, respectively; *P* = 0.0012), whereas Cr was confirmed to be undetectable in hearts from guanidinoacetate methyltransferase knockout (GAMT^−/−^) mice. *B*: GAMT^−/−^ had lower Txnip transcript levels than wild-type littermates (60 ± 7; *P* = 0.021). In contrast, CrT-OE showed higher levels of Txnip transcript compared with the wild type (158 ± 15; *P* = 0.0397). *C*: protein expression of Txnip was not statistically different in GAMT^−/−^ compared with the wild type, whereas CrT-OE had a 29% increase in protein (*P* = 0.012). Wild-type *n* = 10; GAMT^−/−^ *n* = 5; CrT-OE *n* = 8. Statistical symbols on graphs correspond to nonsignificant (ns) *P* > 0.05, *P < 0.05, and **P < 0.005.

## DISCUSSION

This study confirmed that exposure of cells to millimolar levels of Cr results in reduced Cr uptake (substrate inhibition) and that this is dependent on the synthesis of new protein (8, 19). However, the identities of these protein(s) were unknown. We therefore took a nonbiased gene array approach that identified *Txnip* as the only gene to be upregulated under these conditions, and this was confirmed at the protein level both in vitro and in vivo. In particular, in vitro knockdown of *Txnip* abolished the downregulation of Cr uptake and gene expression in response to high Cr levels, implicating Txnip as a mediator of substrate feedback inhibition.

However, our data also suggest that Txnip regulation of CrT is not straightforward. When Txnip was knocked down under basal conditions, we observed a reduction in cellular Cr uptake, suggesting that a certain level of Txnip expression is necessary to maintain normal CrT activity, in contrast to high levels of expression being associated with CrT inhibition. These effects appear to be driven by different mechanisms since inhibitory effects are associated with reduced CrT gene expression, whereas regulation under basal conditions was independent of CrT gene expression. It has previously been demonstrated that translocation of the CrT to/from the plasma membrane is another important factor in controlling Cr uptake (8).

Txnip is a redox-sensitive α-arrestin with pleiotropic cellular actions, making it an interesting candidate to mediate these effects. For example, Txnip is localized in the cytoplasm and has been shown to translocate to both the nucleus and plasma membrane (46, 47) and is therefore well placed to interact directly with either the CrT or with transcription. It was initially described for its ability to bind and inhibit the antioxidant properties of thioredoxin by forming a disulfide bond at cysteine-247 (13, 25). This interaction suggests an important role for Txnip in the regulation of redox signaling (32). It is increasingly recognized that the activity of many key regulatory proteins may be modified by *S*-nitrosylation (SNO), a nitric oxide-driven, posttranslational modification that converts a protein Cys thiol to an *S*-nitrosothiol. This process is dependent on the dynamic balance between SNO and denitrosylation, with the main physiological mediators of enzymatic denitrosylation being the *S*-nitrosoglutathione reductase and thioredoxin systems (3). A recent proteomic study of SNO in murine myocardium identified 951 unique protein targets, including 45 proteins involved in molecular transport (14). Txnip may exert its effects on CrT by regulating SNO, providing a promising line for future investigation. Previous studies have identified other posttranslational modifications resulting in altered CrT activity, for example, via phosphorylation in response to starvation and sepsis in vivo (44, 51), and via *N*- glycosylation sites, which influences both altered surface trafficking and transporter function (38). The ability of Txnip to modify these processes is also worthy of further study.

Txnip has reported roles in many critical cellular functions, including inhibition of cell cycle (6; reviewed in Ref. 45) and glucose metabolism (33). There are interesting parallels with our current study in that Txnip is upregulated by high glucose in diabetic tissues (28, 33) and has been shown to regulate both insulin-dependent and -independent pathways of glucose uptake (28). The mechanism for modulating glucose homeostasis remains to be fully elucidated, but studies in Txnip knockout mice suggest it occurs independently of thioredoxin activity or cellular antioxidant capacity (49). Furthermore, a large number of proteins are differentially expressed in the heart as a consequence of Txnip deletion, despite no measureable effect on thioredoxin activity under baseline conditions. The overall effect is to reduce mitochondrial function while enhancing anaerobic metabolism, suggesting that Txnip is a key modulator of myocardial energy homeostasis (48).

One limitation of our study is that the mouse models used to demonstrate relevance to in vivo myocardium represent extremes of low and high Cr levels that are not observed under normal physiological (or even pathophysiological) conditions. Our findings on GAMT^−^/^−^, which lack myocardial Cr, indicate that Txnip is not a regulator of Cr uptake in cases of low, but only in response to raised, intracellular Cr levels, as shown in the CrT-OE mice. Therefore, whether the Txnip pathway is involved in day-to-day regulation in response to small fluctuations in myocardial Cr is a moot point and may be better addressed once the molecular basis of the Txnip-CrT interaction is understood. Nevertheless, this aspect of our study provides important insight by demonstrating that blocking the Txnip-CrT interaction is a plausible in vivo target where the goal is to force Cr levels higher than the physiological norm. This is an attractive strategy since we have recently demonstrated that elevation of myocardial Cr by up to 100% above wild-type values protects the heart against subsequent ischemia-reperfusion injury (21).

In conclusion, we have identified Txnip as a novel negative modulator of Cr uptake in vitro, which is also relevant to myocardial Cr regulation in vivo. Further investigations of the molecular mechanisms of this interaction are merited, e.g., via redox signaling, posttranslational modification, or intracellular translocation of the Cr transporter, with a view to identifying new approaches for pharmacological control of cellular Cr homeostasis.

## GRANTS

This work was funded by the British Heart Foundation (BHF) Programme Grant RG/10/002/28187 and by the BHF Centre of Research Excellence, Oxford. N. Sahgal is supported by a Wellcome Trust Grant [090532/Z/09/Z].

## DISCLOSURES

No conflicts of interest, financial or otherwise, are declared by the authors.

## AUTHOR CONTRIBUTIONS

Author contributions: S.Z., S.N., and C.A.L. conception and design of research; S.Z., T.R., L.S.-M., R.C., D.J.M., and P.J.O. performed experiments; S.Z., T.R., N.S., and R.C. analyzed data; S.Z. and C.A.L. interpreted results of experiments; S.Z. prepared figures; S.Z. drafted manuscript; S.Z., T.R., N.S., L.S.-M., S.N., and C.A.L. edited and revised manuscript; S.Z., T.R., N.S., L.S.-M., R.C., D.J.M., P.J.O., S.N., and C.A.L. approved final version of manuscript.

How the deposited data were processed for this re-analysis (not part of the article)

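The measurements are the signals of 6 Illumina Mouse WG-6 v2 arrays, 1 for each of 3 untreated samples and 3 samples of 3T3-CrT cells given 5 mM Cr for 3 h. Conditions and replicate numbers were taken from the submitters' sample labels, and the columns of each table were matched to samples by those labels. No sample was left out and no column of another sample was used.

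The deposited export holds, for each of 45281 probes, a signal intensity that the authors exported from the scanner software with no background subtracted, and a detection p-value that the authors' software computed against the array's negative control probes, in steps that correspond to 936 such probes. The deposited processed values are on a generalized log2 scale. The authors made them by background correction from negative controls and vsn, and kept the 20308 probes with a detection score of at least 0.95 on 1 or more arrays. Each array's deposited values, with medians between 8.29 and 8.32, followed an asinh function of the same array's signals, with its own offset and scale, and ranked probes as those signals did, so scale, centring and direction are known.

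From the signals, the vsn model was written out in R 4.3.3, because the vsn package was not used here. It has an offset and a scale per array inside an asinh transformation, fitted to all probes by maximum likelihood with least trimmed squares at a quantile of 0.9 in 7 rounds, and a constant subtracted from an array beforehand is absorbed by its offset. Probes with a detection p of 0.05 or less on at least 1 array were tested with lmFit and eBayes of limma 3.58.1, two-sided, on all 6 samples with no covariate, and called at an adjusted p (Benjamini-Hochberg) of 0.05 or less. Confidence intervals are 95% intervals from the same moderated fit. Percentages of untreated are back-transformed fold changes. For a probe with no detection on any array of a group, the fold is a bound, with the dimmer group set on each array to the higher of the probe's own value and the lowest value among detected probes, and no fold is given where that bound is under 1 or neither group was detected. The bound compares group means and carries no sampling error.

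Probes were named from the platform's annotation, and symbols were compared through Entrez IDs with a RefSeq gene table of assembly GRCm38.p6, which changed 0 symbols and lacked the ID of 20 probes. No genome build is named for the array, so no coordinates are given. The text names every gene the paper names, the values of the Table 2 genes having been seen there, the 12 genes of lowest unadjusted p in each direction, up to 4 members of lowest p, in the list's direction, of each gene list that passed, and every member of lists of 6 or fewer genes. These rules, 31 gene lists, the main settings and the alternatives were set before the data were examined. The 28 lists with at least 5 measured genes were tested with camera at a preset inter-gene correlation of 0.01, on the probe of highest mean for each of 10585 genes, with adjustment over the lists, and also with an estimated correlation and with fry. Counts of members use that fit with 1 probe per gene, in which 8 genes passed, and other single-gene values use the fit over probes.

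The fits were tested on simulated arrays built from the real probes, with 200 of 20308 probes changed. Offsets were recovered and relative scales were within 0.71% of those simulated. Of 50 probes changed by 0.5 on the log2 scale 19 were called, of 50 changed by 0.75 49 were called, and of those changed by 1 or by 1.5 all 50 each, with 4 false calls. Over 10532 genes, camera gave an unadjusted p of 0.05 or less for 3.6% of 500 lists of 20 genes that had not moved and found all 100 lists moved by -0.2. The noise was simulated without correlation between genes. These lists therefore cannot check the preset correlation on real lists, whose estimated correlation reached 0.35 for cytosolic ribosomal proteins.

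Alternatives were neqc (normexp background from detection p-values, offset 16, quantile normalization), the authors' deposited values in the same fit, log2 with quantile normalization and no background correction, normexp with log2 and median scaling, no filter or stricter filters on dim probes, a trended robust variance model, array weights, the replicate number as a block, each sample left out, genes in place of probes and other thresholds. Whether replicate numbers pair the samples was checked by correlating the deviations of same-numbered samples from their group means, before the fits with and without the block were compared. The sources used here name no slide or array position, so no fit with either was run. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.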

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

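The count of other splits was chosen after the lists had been seen. A total of 6 gene lists shifted relative to all other genes after the genes of Table 2 had been taken out, at the preset correlation of camera. These shifts are not independent, since the lists still share members. Besides the immediate early list, Dusp1 stands in the glucocorticoid list, Atf3 in the ATF4 list, and Egr1 and Myc in the ERK list. Most of the members left are genes the paper does not report as changed, though the glucocorticoid list holds Sgk1, which its introduction discusses. With an estimated correlation, and the genes of Table 2 kept, the growth factors and cytokines alone passed (adjusted p = 0.0186), and the other 5 lists had adjusted p of 0.0504 to 0.256. The NF-kappaB targets no longer passed without Table 2 genes (adjusted p = 0.108), and those genes carried much of the ERK list, whose median was -0.12 with them. The median log2 fold change, 5 mM Cr over untreated, was -0.20 for 18 growth factors and cytokines of the early response (camera, adjusted p = 7.66e-10), -0.17 for 28 immediate early genes (adjusted p = 1.01e-08), -0.048 for 15 feedback and target genes of the ERK pathway (adjusted p = 0.0182), -0.11 for 14 glucocorticoid receptor targets (adjusted p = 0.0035) and -0.060 for 29 amino acid response genes (adjusted p = 0.0405). For 5 endothelial markers it was 0.19 (adjusted p = 0.0324), but 2 of them were not detected on any untreated array, and under stricter detection too few were left for a test, so no rise is read from them. The 28 immediate early genes still count Gmnn, which is not an immediate early gene.

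The pattern weighed here is the lower level of early growth factors, cytokines and immediate early genes with Cr. The normalization is argued against as its source, since both lists shifted down past the threshold in 8 of 8 tests under 4 other normalizations. Those 4 are not independent, as the deposited values are vsn again and neqc shares its normexp background with another. Any single array is argued against too, with 12 of 12 tests past the threshold when each array was left out. All these tests kept the genes of Table 2 in the lists and used the preset correlation of camera. With an estimated correlation the immediate early genes missed the threshold (camera, adjusted p = 0.0504). With 10 possible splits of the arrays no share under 0.05 can be reached, and the real split gave 7 lists past the threshold where the highest of the other splits gave 3. An effect of Cr stays open, as does a difference in handling, because early response genes react within hours to fresh serum and to disturbance of the culture, and the sources used here do not say whether untreated wells had their medium changed when Cr was added. Neither was tested.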

How the results depend on the processing

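The fits on deposited values with an array left out or with a block, and the count with 1 probe per gene, were chosen after the data had been seen. The count of 6 probes past the threshold depended on the processing. It was 12 with the authors' deposited values and 12 with log2 and quantile normalization without background correction, 0 with neqc and 0 with normexp and median scaling (1145 and 1001 at an unadjusted p of 0.05 or less from limma), 10 without a filter, 13 with a trended robust variance model, 15 with array weights, 13 at an adjusted p of 0.1, 1024 at an unadjusted p of 0.05, and 0 genes when all probes of a gene were averaged (597 unadjusted). With each array left out in turn it was 0 to 15 over both sets of values. With 1 probe per gene it was 8. All 6 probes were among those called with deposited values, with log2 and quantile normalization, with no filter, with the trended model, with array weights and with the block. The log2 fold change of Txnip was above 0 under every setting run. It missed the threshold at 0.68 with neqc and at 0.73 with normexp and median scaling on the log2 scale, and with arrays left out in turn, fewer samples being tested, its log2 fold change was 0.51 to 0.61. On deposited values it missed the threshold without untreated replicate 3 (0.56) or Cr replicate 1 (0.55), 2 (0.52) or 3 (0.56). Of 28 lists, 7 passed, 1 with an estimated correlation, 4 with fry and 4 to 9 with each array left out, 4 being without untreated replicate 2. Of 50 named genes over 784 planned comparisons, 695 kept direction and side of the threshold, 40 newly passed, 35 no longer passed and 14 turned sign, the last in 6 genes that never passed. These were the log2 fold change of Slc6a8 (-0.066 to 0.071 with arrays left out, 0.064 and 0.00569 on deposited values without untreated replicate 1 or Cr replicate 2, 0.046 with median scaling, 0.022 with array weights), the log2 fold change of Txn1 (-0.33 to 0.035 with arrays left out, 0.016 and 0.031 on deposited values without the same 2 arrays), the log2 fold change of Gamt (-0.0034 to 0.14, and -0.0084 on deposited values without untreated replicate 1), the log2 fold change of Sgk3 (-0.042 to 0.037, 0.032 on deposited values without untreated replicate 2, and 0.036 with median scaling), the log2 fold change of Ppib (-0.042 to 0.065, and on deposited values -0.016, -0.033, -0.000867 and -0.046 without untreated replicate 1, untreated replicate 3, Cr replicate 1 and Cr replicate 2) and the log2 fold change of Rplp0 (0.0012 with median scaling). The cause of these changes was not tested. No fit with slide or array position was run, since none is named. Signal over background limits dim probes, whose folds grow as more background is removed.

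Same-numbered samples correlated at 0.24 (number 1), 0.31 (number 2) and -0.03 (number 3) in their deviations from the group means. The values of numbers 1 and 2 were above those of all other pairs of an untreated and a Cr array, which lay between -0.35 and 0.15. Untreated replicate 3 correlated best with another number, so whether the numbers pair the samples stays open. At an unadjusted p of 0.05 or less from limma, 1430 probes passed with the replicate block and 1024 without it. With the replicate block 14 probes passed, 2 of them higher, and 30 with the block on deposited values, 4 of them higher. Both counts are given as a check of the replicate number alone.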

Differences from the paper's values

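At an adjusted p of 0.05 or less, the threshold the paper states, the paper reports 10 altered genes and the refit to the signals gave 5, all of them in Table 2. Of the alternatives set before the data were examined, the count lay within 1.5 times of the paper's with the authors' deposited values (11 genes), log2 and quantile normalization without background correction (11), no filter on dim probes (8), a trended robust variance model (11), array weights (12), the replicate block (11) and without untreated replicate 1 (12). It did not with neqc (0), normexp and median scaling (0), detection on all 6 arrays (5), detection at 0.01 on at least 3 arrays (4), all probes of a gene averaged (0), without Cr replicate 2 (1), or without any one of untreated replicate 2, untreated replicate 3, Cr replicate 1 and Cr replicate 3 (0 each). A count with 1 probe per gene, chosen after the values were seen, gave 8 and dropped Grasp and Gfod1.

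The adjusted p-values of Table 2 are lower than those of the refit by more than 1.5 times. This difference lies in the normalized values, since the same limma fit on the deposited values came within 1.5 times for all 10. The fitted curves of the arrays differed. Offsets lay between -1.50 and -0.619 in the refit and between -3.20 and 0.458 in the deposited values. Scales lay between 0.0178 and 0.0239 in the refit and between 0.0736 and 0.0984 in the deposited values. The paper gives 0.0107 for Vegfa and for Gjb2 and 0.0136 for Sema7a and for Txnip, where the refit gave 0.0255 for each of these 4 genes. The paper's 0.0234 stood against 0.0565 for Ier3, 0.0396 for Lif and 0.0516 for Egr3, its 0.0243 against 0.0516 for Serpinb2, and its 0.0414 against 0.0865 for Grasp and for Gfod1. With the deposited values, and with log2 and quantile normalization, all 10 lay within 1.5 times of the paper's. The number that did was 8 with the replicate block, 7 without untreated replicate 1, 6 with no filter, 5 with array weights, 2 with the trended model and 0 under the other planned settings. With the trended model and with array weights all 10 genes passed the threshold.

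Table 2 does not list Errfi1, which passed the threshold in the fit to the authors' deposited values (adjusted p = 0.038, 72.9% of untreated), lower than the p of Grasp and Gfod1 in that fit. Over all settings run, the adjusted p of the fold change of Errfi1 lay between 0.0142 and 0.957.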

Other observations

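The tests on Txnip and the counts of other splits were chosen after the results had been seen. Of 3 measured α-arrestins, Txnip rose, while Arrdc4 had a log2 fold change of 0.10 (standard error 0.08) and the log2 fold change of Arrdc2 was 0.18 (standard error 0.10, adjusted p = 0.986 from limma), 0.29 without Cr replicate 2 and 0.11 without Cr replicate 3. Of 16 measured genes of the thioredoxin and glutaredoxin system, none passed over all genes or over the list alone (camera, adjusted p = 0.75), and Txn1, the partner that Txnip binds, had -0.16 (standard error 0.17) and, on its other probe, -0.06 (standard error 0.08), the first with a sign that turned when some arrays were left out. Of 6 measured genes of creatine synthesis, transport and kinases none passed (camera, adjusted p = 0.981). The mouse probe of Slc6a8 had a log2 fold change of -0.0046 (standard error 0.09), with a sign that turned between settings. In the paper's siRNA experiment, qRT-PCR with primers common to the rabbit and mouse CrT gave reduced expression after high Cr. Whether the mouse probe reads the rabbit transcript is not known here, so the probe does not test that result. Gamt had 0.07 (standard error 0.09), which fell below 0 without untreated replicate 1. Sgk1 encodes a kinase that, by the paper's introduction, raises CrT activity in oocytes, a system whose physiological significance the paper questions. It had -0.33 (standard error 0.08, adjusted p = 0.436 from limma), and Sgk3 had -0.01 (standard error 0.08), which rose above 0 with median scaling and without untreated replicate 2.

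The paper tests osmotic stress with taurine in other samples. On these arrays the 16 measured osmotic stress genes under NFAT5 did not shift together (median 0.03, camera adjusted p = 0.876), although 2 rose and 1 fell when adjusted over the list alone, Gadd45a, Gadd45b and Sgk1, the first 2 named after their values were seen. Of 27 targets of the hypoxia-inducible factor, Vegfa and Hmox1 fell when adjusted over the list alone, and the list did not pass (camera, adjusted p = 0.199). Of 19 FoxO targets, 3 rose and 1 fell over the list alone, with a camera adjusted p = 0.138. In all, 21 lists did not pass, with adjusted p from 0.0691 to 0.987, and glycolysis, oxidative phosphorylation, ribosomal, replication and mitotic genes were among them. The median and the test of a list went opposite ways in several of these.

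The unadjusted p-values were spread almost evenly. At 0.05 or less there were 1024 probes in the refit and 1014 in the fit to the deposited values, against 1015.4 that an even spread gives over 20308 probes, and the paper's count is 1,015, for which it states no threshold. The groups did not overlap for 2180 probes (10.7%), where chance gives 10%. On simulated arrays of this number, 38% of changes of 0.5 and 98% of changes of 0.75 on the log2 scale were called. Those arrays held 200 changed probes, of which 168 were called, and many true changes ease the adjusted threshold. Their multiplicative noise was also the same for every probe. The shares therefore do not give the power to find a few changed probes on the real arrays.

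The split into untreated and Cr arrays gave 6 probes past the threshold, and the highest of the other splits gave 16. That split set untreated replicate 1 with Cr replicates 1 and 3 against the rest, and with the deposited values it called 42 probes where the real split called 12. Of 10 splits, 2 gave at least 6 probes, the real one included, and 10 splits are too few for a share under 0.05. A split that calls several times the real count points to a structure of the samples beside the treatment. This split sets both arrays numbered 1 against both numbered 2 and parts those numbered 3, and what lies behind it was not tested.

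An error of 1 probe is argued against as the source of the rise of Txnip, since the lower 95% limit of the other probe's log2 fold change was 0.30. The normalization is argued against too as the source of the fold, as the lowest log2 fold change under 4 other normalizations was 0.54. Those 4 are not independent, as the deposited values are vsn again and neqc shares its normexp background with another. The call itself depended on them, with an adjusted p from limma of 0.529 with neqc and 0.659 with normexp and median scaling. A candidate explanation is a shared rise of targets of MondoA, the glucose-sensing factor that also drives its paralog Arrdc4. The upper 95% limit of Arrdc4 was 0.27, below the lower limits of the 2 Txnip probes at 0.41 and 0.30. This argues against a rise of Arrdc4 as large as that of Txnip. Arrdc4 was still higher on every Cr array than on every untreated array, though groups did not overlap for 10.7% of tested probes. Targets of 1 factor need not rise equally, so MondoA stays open. On these arrays alone, an effect of Cr and a difference in handling of the wells stay open, since no array holds wells given another addition. The paper's qRT-PCR, which included further samples, does have such controls. There Txnip mRNA rose with saturating Cr and did not rise with low Cr or with taurine. From the taurine result the paper proposes a response specific to high Cr. Those controls bear on handling in the samples they cover.

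Several of the highest genes, Irf1, Trim21, Rsad2 and Ube2l6, respond to interferon, so a list of 50 interferon-stimulated genes was written after that had been seen, and its 45 members other than the 5 whose rise had been seen were tested. Among them Cxcl10 had been tested before as an NF-kappaB target. Of the 34 measured, 23 were above 0 and 11 below, with a median log2 fold change of 0.10. The list shifted up with the preset correlation (camera, p = 0.0046) and not with the estimated one (p = 0.139), no member passed over all genes or over the list alone, and Isg15 and Oas3 were lower at -0.21 and -0.26, named after their values were seen. A shared rise of interferon-stimulated genes may be present, and these arrays leave it open.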
